# Chromatin landscapes and genetic risk for juvenile idiopathic arthritis

**DOI:** 10.1186/s13075-017-1260-x

**Published:** 2017-03-14

**Authors:** Lisha Zhu, Kaiyu Jiang, Karstin Webber, Laiping Wong, Tao Liu, Yanmin Chen, James N. Jarvis

**Keywords:** JIA, Neutrophils, CD4 + T cells, SNP LD blocks, Functional elements, Epigenetic regulation

## Abstract

**Background:**

The transcriptomes of peripheral blood cells in children with juvenile idiopathic arthritis (JIA) have distinct transcriptional aberrations that suggest impairment of transcriptional regulation. To gain a better understanding of this phenomenon, we studied known JIA genetic risk loci, the majority of which are located in non-coding regions, where transcription is regulated and coordinated on a genome-wide basis. We examined human neutrophils and CD4 primary T cells to identify genes and functional elements located within those risk loci.

**Methods:**

We analyzed RNA sequencing (RNA-Seq) data, H3K27ac and H3K4me1 chromatin immunoprecipitation-sequencing (ChIP-Seq) data, and previously published chromatin interaction analysis by paired-end tag sequencing (ChIA-PET) data to characterize the chromatin landscapes within the known JIA-associated risk loci.

**Results:**

In both neutrophils and primary CD4+ T cells, the majority of the JIA-associated linkage disequilibrium (LD) blocks contained H3K27ac and/or H3K4me1 marks. These LD blocks were also binding sites for a small group of transcription factors, particularly in neutrophils. Furthermore, these regions showed abundant intronic and intergenic transcription in neutrophils. In neutrophils, none of the genes that were differentially expressed between untreated patients with JIA and healthy children were located within the JIA-risk LD blocks. In CD4+ T cells, multiple genes, including *HLA-DQA1*, *HLA-DQB2*, *TRAF1*, and *IRF1* were associated with the long-distance interacting regions within the LD regions as determined from ChIA-PET data.

**Conclusions:**

These findings suggest that genetic risk contributes to the aberrant transcriptional control observed in JIA. Furthermore, these findings demonstrate the challenges of identifying the actual causal variants within complex genomic/chromatin landscapes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13075-017-1260-x) contains supplementary material, which is available to authorized users.

## Background

One of the significant findings to emerge from translational studies of polyarticular juvenile idiopathic arthritis (JIA) has been the observation that peripheral blood cells in children with this disease have distinctly abnormal expression profiles. These abnormalities can be observed in neutrophils [1], peripheral blood mononuclear cells (PBMC) [2], and whole blood expression profiles [3], and do not correct even when children achieve remission [4]. In neutrophils, the transcriptional abnormalities are linked to perturbations in fundamental metabolic processes [5]. Furthermore, both hypervariable gene analyses [6] and contingency analyses [5] suggest that these transcriptional aberrations reflect impairment of the mechanisms through which transcription is regulated and coordinated on a genome-wide basis [7].

In addition to identifying transcriptional abnormalities, there has also been considerable progress in our ability to identify genetic risk in JIA [8, 9]. Furthermore, we are beginning to understand the contribution that genetic variance makes to the heterogeneity of clinical response to first-line agents such as methotrextate [10]. However, taking genetic risk information and integrating it into a coherent, testable hypothesis of disease pathogenesis has remained challenging. A recent genetic fine mapping study by Hinks et al. [11] illustrates that challenge. While these authors were able to identify multiple previously unknown regions of genetic risk for JIA using the Illumina Immunochip, the majority of the risk-associated variants were located within non-coding regions of the genome. In this regard, JIA resembles almost every other complex trait that has been studied using genome-wide association studies (GWAS) [12, 13], including immunologic/autoimmune diseases [14]. Thus, although it is common to identify genetic risk loci in terms of the closest protein-coding gene, we are learning that the genome is far more complex than previously imagined, and that the presence of a risk-conferring single nucleotide polymorphism (SNP) near a specific gene is not *prima facie* evidence that the causal variants have anything to do with that particular gene [15].

We have previously demonstrated how the field might begin to make sense of the wealth of genetic data that are being generated by GWAS and fine mapping studies [16], and how understanding genetic risk might provide additional insight into the transcriptional abnormalities seen in JIA. We recently demonstrated that the majority of the disease-associated SNPs identified in a genetic fine mapping study by Hinks et al. that are situated within the non-coding genome are located within linkage disequilibrium (LD) blocks that are enriched for H3K4me1/H3K27ac histone marks, epigenetic signatures associated with enhancer function, in both neutrophils and CD4+ T cells. Several of these same LD blocks contain non-coding RNAs that were identified on RNA sequencing (RNA-Seq) and verified by reverse transcriptase polymerase chain reaction (rtPCR) [16].

Our earlier paper focused entirely on the novel risk regions identified in the Hinks study [11]. In the current study, we examined additional regions of genetic risk as recently reviewed by Hersh et al. [8] and Herlin et al. [9]. We demonstrated how understanding the transcriptome and functional, non-coding genome allows us to better understand the nature of genetic risk in JIA and the well-described transcriptional aberrations. In the current paper, we examine the chromatin landscapes in both CD4+ T cells and neutrophils. The former are widely accepted as important mediators of the pathobiology of JIA [17], and the latter have become the subject of increasing interest from the standpoint of the role(s) in childhood-onset rheumatic diseases [18]. We used publically available genomic data and our own RNA-Seq data to gain mechanistic insights into JIA disease processes from genetic risk data.

## Methods

### Defining LD regions

SNPs used in this query are listed in Table 1 and were previously reviewed by Hersh et al. [8], Herlin et al. [9] and Hinks et al. [11]. We used an SNP Annotation And Proxy search (SNAP) database (http://www.broadinstitute.org/mpg/snap) [19] to define LD blocks based on the location of each SNP. In brief, we used the settings as follows: SNP dataset: 1000 Genome pilot 1 and HapMap 3 (release 2), *r* ^2^ threshhold: 0.9, Population Panel: CEU, Distance limit: 500. We selected the smallest number as our start location and the largest number as our stop location for each defined LD block.

**Table 1:** Histone marks in the SNP LD blocks in neutrophils and CD4 + T cells

LD region	SNP	Neutrophils		CD4 + T cells	
		H3K4me1 mark	H3K27ac mark	H3K4me1 mark	H3K27ac mark
chr1: 206940310 - 206947167	rs1800896	Y	N	Y	Y
chr1: 25197155 - 25203390	rs4648881	Y	N	Y	N
chr11: 36336263 - 36371757	rs4755450, rs7127214	N	N	N	N
chr12: 111884608 - 111932800	rs3184504	Y	Y	Y	Y
chr12: 112486818 - 112906415	rs17696736	Y	Y	Y	Y
chr13: 40299842 - 40368601	rs7993214, rs9532434	N	N	Y	N
chr13: 43056036 - 43066523	rs34132030	N	N	N	N
chr16: 11400900 - 11435990	rs66718203	Y	Y	Y	N
chr18: 12821903 - 12880206	rs7234029	Y	Y	Y	Y
chr2: 100806514 - 100837567	rs10194635, rs6740838, rs1160542	Y	N	Y	Y
chr2: 191900449 - 191935804	rs3821236	Y	Y	Y	Y
chr2: 191943742 - 191970120	rs7574865	N	N	Y	N
chr22: 24234493 - 24237862	rs755622	Y	Y	Y	Y
chr3: 119125202 - 119243934	rs4688013, rs4688011	Y	Y	Y	Y
chr3: 46253650 - 46350716	rs79893749	Y	Y	Y	Y
chr4: 123141054 - 123548068	rs17388568	Y	Y	Y	Y
chr6: 112359543 - 112448654	rs2280153	Y	Y	Y	Y
chr6: 137959235 - 138006504	rs6920220	N	N	Y	N
chr6: 31492453 - 31543031	rs1800629	N	Y	Y	Y
chr7: 22774437 - 22811384	rs6946509, rs7808122	N	N	N	N
chr7: 28152193 - 28243473	rs10280937, rs73300638	Y	Y	Y	Y
chr9: 123636121 - 123723351	rs10818488	Y	Y	Y	Y
chr9: 123640500 - 123706382	rs2900180	Y	Y	Y	Y

*SNP* single nucleotide polymorphism, *LD* linkage disequilibrium, *chr* chromosome, *Y* yes, *N* no

### Analysis of neutrophil RNA-Seq data

We queried neutrophil RNA-seq data from previously published RNA-seq studies [16, 20, 21] by uploading the data into the University of California Santa Cruz (UCSC) Genome Browser. The previously defined LD blocks were queried and visually inspected for signal representing intronic and intergenic transcripts as described in our previous paper [16]. We then selected two representative transcripts (one intronic and one intergenic) to confirm the presence of non-coding transcripts in these regions.

### Verification of non-coding RNA transcripts identified in neutrophils within the JIA-associated LD blocks

Complementary DNA was synthesized from total RNA using an iScript cDNA Synthesis kit (Bio-Rad). rt-PCR was performed using a HotStar Master PCR kit (Qiagen) with a Veriti thermocycler (Life Technologies) and included a control with no reverse transcription to exclude the possibility of an artifactual result due to contaminating genomic DNA. The temperature profile consisted of an initial step of 95 °C for 10 minutes, followed by 35 cycles of 95 °C for 30 seconds, 60 °C for 30 seconds and 72 °C for 30 seconds, and then a final step of 72 °C for 10 minutes. PCR products were resolved in 1.5% agarose gel. The nucleotide sequences of the primers were as follows: for ncTNFa (chr6: 31,544,379-31,544,485), 5′-CCTAATTCTGGGTTTGGGTTTGGG-3′ (forward) and 5′-CCTACTTTCACCTCCATCCATCCT-3′ (reverse); for ncSTAT4 (chr2:191,915,516-191,915,617), 5′- GTCTTGTGCAACTTCTTCCTTTC-3′ (forward) and 5′- ACCCTGTGACTGTTTGAGATTAC-3′ (reverse).

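Each of the 4 primers matched the hg19 reference once. The ncTNFa primers bound chromosome 6 from 31544379 to 31544485 and enclose 107 bases, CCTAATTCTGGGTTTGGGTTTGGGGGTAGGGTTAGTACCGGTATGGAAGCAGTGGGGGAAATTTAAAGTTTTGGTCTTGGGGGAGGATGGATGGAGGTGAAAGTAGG on the forward strand. This amplicon lies in intron 2 of TNF, which spans 31544357 to 31544543 in the transcript of 4 exons that the annotation marks as canonical. TNF runs on the forward strand from 31543342 to 31546113. The LD block of rs1800629 spans 31492453 to 31543031, so TNF begins 311 bases and the amplicon 1348 bases past the end of the block. The ncSTAT4 primers bound chromosome 2 from 191915516 to 191915616 and enclose 101 bases, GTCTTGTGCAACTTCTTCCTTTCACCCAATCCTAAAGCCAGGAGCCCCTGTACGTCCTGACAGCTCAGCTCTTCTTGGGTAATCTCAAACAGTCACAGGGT on the forward strand. This amplicon lies in intron 14 of STAT4, from 191905875 to 191919215 in the canonical transcript of 24 exons, and inside the LD block of rs3821236, which spans 191900449 to 191935804. STAT4 runs on the reverse strand from 191894302 to 192016322. None of the annotated transcripts that span an amplicon, 2 of TNF and 3 of STAT4, has an exon in it. Transcripts that begin or end inside an amplicon were not checked.

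**Figure D1:**
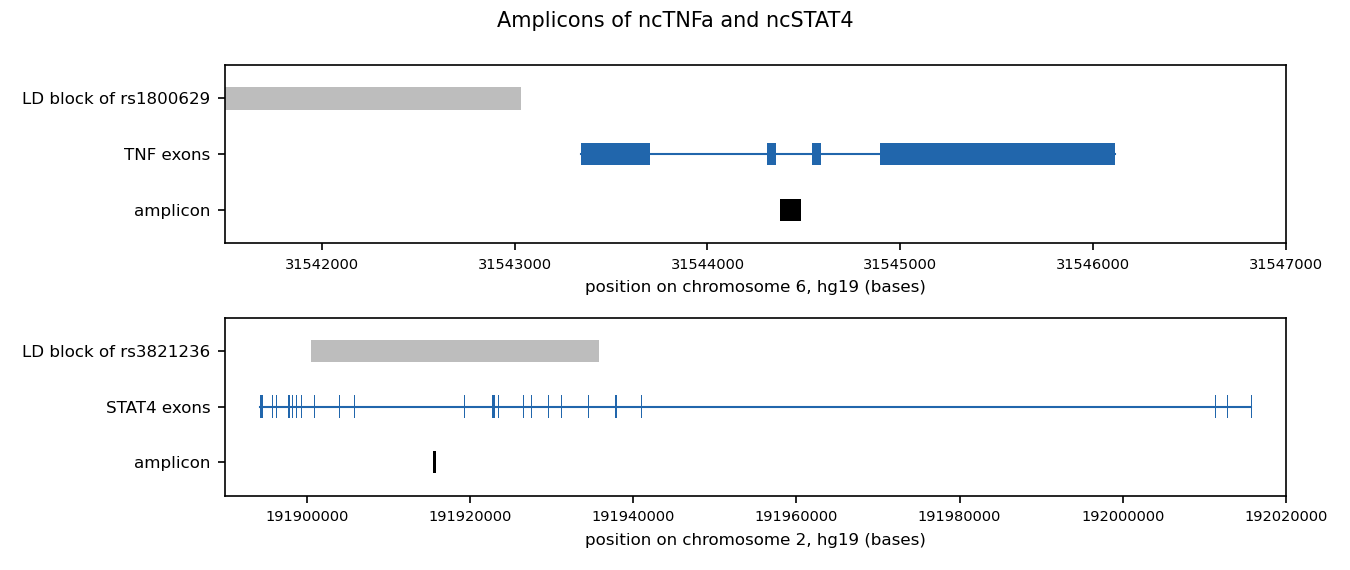
Maps of the TNF (upper) and STAT4 (lower) amplicons in bases of hg19, with the LD block in grey, the exons of the canonical transcript in blue and the amplicon in black. The ncTNFa amplicon sits between exons 2 and 3 of TNF, to the right of the end of the block at 31543031, and the ncSTAT4 amplicon sits inside the block, between exons 15 and 14 of STAT4.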

### ENCODE transcription factor binding site (TFBS) enrichment

ENCODE TFBS data were downloaded from UCSC Genome Browser ENCODE data (http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeRegTfbsClustered/). Only the TFBS information annotated for blood cells was used. The whole genome was binned to 100 bp bins and intersected with H3K4me1 or H3K27ac peak regions, which were used as background. Fisher’s exact test was applied to test the significance of the enrichment of TFBS of each transcription factor within H3K4me1 or H3K27ac peaks in LD blocks compared to other regions with H3K4me1 or H3K27ac peaks across the whole genome. We set the cutoff of the false discovery rate (FDR) to 0.05 for all the analyses.

### Identification of H3K4me1/H327ac histone marks within LD regions

We used H3K4me1/H3K27ac ChIP-Seq data previously generated by our group from neutrophils of healthy adults [16] as our reference source for H3K4me1/H3K27ac genomic locations in neutrophils [GEO:GSE66896]. The H3K4me1/H3K27ac ChIP-Seq data reported on the Roadmap Epigenomics collection were used as our reference source for H3K4me1/H3K27ac genomic locations in CD4+ T cells [GEO:GSE198927]. The intersection of H3K4me1/H3K27ac peaks within LD regions was obtained using the bedtools intersect procedure [22] as described in our previous paper [16].

#### Identifying chromatin interactions in CD4+ T cells within JIA risk loci

Functional DNA elements such as enhancers do not always regulate the nearest gene. Indeed, in a recent study of chromatin conformation using HiC in T and B cell lines, Martin et al. [15] showed that >80% of long distance chromatin interactions occurred at distances >500 kb. We therefore queried an existing chromatin interaction analysis by paired-end tag sequencing (ChIA-PET) dataset for CD4+ T cells (GSE32677) [23] to determine chromatin interactions within the JIA-associated risk loci. This dataset used H3K4me2 as a marker for active enhancers, and thus provides a means of estimating those genes/gene networks that are regulated by specific enhancers or groups of enhancers. The chromosome coordinates for the observed 6520 long-distance chromatin interactions were converted from hg18 to hg19 using UCSC Genome browser LiftOver tool (http://www.genome.ucsc.edu/cgi-bin/hgLiftOver). For these analyses, we queried all known JIA-associated risk regions.

### Identifying molecular pathways of disease-associated SNPs

One means of using genetic risk data to provide mechanistic insights is to identify specific biological pathways encompassed by SNP-associated genes [24, 25]. However, there is a considerable breadth of opinion about what constitutes an SNP-associated gene, as the actual causal variants may be a considerable distance (in genomic terms) from the risk-associated SNP. We therefore used the method of Brodie et al. [26] to identify molecular pathways encompassed by JIA-associated SNPs across broad genomic distances. We queried regions 200 kb upstream and downstream of the JIA-associated SNPs, as outlined previously [24] to define genes and pathways associated with JIA risk SNPs.

## Results

Our previous work had queried new SNPs recently identified in a genetic fine mapping study published by Hinks et al. [4]. In the current study, we queried SNPs that were identified in reviews by Hersh et al. [8] and Herlin et al. [9] and those SNPs in Hinks et al. [11] that have not been analyzed in previous work and have established associations with JIA (Table 1). We used these SNPs to generate LD blocks using the SNAP database [19] and examined the functional genomic elements within these defined regions. We included SNPs located within non-coding regions of the genome (introns or intergenic areas), i.e., the majority of the JIA-associated SNPs.

### Verification of non-coding transcripts within neutrophils in JIA-associated LD blocks

Review of RNA-Seq data using the UCSC Genome Browser suggested the presence of multiple non-coding RNA transcripts in neutrophils within the JIA-associated LD blocks. 

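The neutrophil RNA-Seq data in the files analysed here came from 8 children: 3 with untreated JIA, 3 with JIA on methotrexate and 2 healthy children. Methotrexate is an antifolate drug used to treat JIA. For each child the authors deposited a table of 57815 genes with a value in fragments per kilobase of transcript per 1000000 mapped fragments (FPKM). FPKM corrects the number of sequenced fragments for transcript length and for library size, and neither read counts nor library sizes are in the files. The aligner and the program that computed the values are not stated. Gene positions were taken from a GENCODE annotation of hg19 that is newer than the one the files' gene identifiers come from, and it holds 55535 of the genes. The other genes have no position here and could not be counted at any locus. In genes with a single exon and a single transcript, low FPKM values lay on steps of whole fragments, and these steps gave the number of fragments in each library. In units of 1000000 fragments it was 30.0, 19.1 and 25.9 in untreated JIA replicates 1 to 3, 16.3, 6.81 and 21.9 in methotrexate-treated JIA replicates 1 to 3, and 12.7 and 18.3 in healthy children replicates 1 and 2. On a transcript of 2 kb, 3 fragments were worth 0.24 FPKM in the smallest library and 0.054 FPKM in the largest. The tables give a value per annotated gene, so RNA from introns and from unannotated intergenic regions is not separated in them. Groups were compared with limma on log2(FPKM + 1), over the 12519 genes with an FPKM of at least 1 in at least 2 samples, and fold changes are on that scale, which understates the change of low genes.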

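Gene bodies overlapping the LD blocks were counted for 29 blocks, of which 23 are those of Table 1 and 6 were added from Table S1. Table S1 lists the blocks in which the paper found chromatin interactions in CD4+ T cells. Of these, 27 blocks overlapped at least 1 gene of the files and 2 overlapped none. The blocks overlapped 95 genes, of which 57 were protein-coding, 29 were non-coding RNA genes and 9 were pseudogenes. A mean FPKM of at least 1 in the 2 healthy children was found for 37 genes in 21 blocks, of which 36 were protein-coding and 1 was a non-coding RNA gene. That gene was IRF1-AS1, on chromosome 5 of hg19 from 131746328 to 131824394, with 20.3 ± 1.67 FPKM (SD, n = 2). Its label as a non-coding RNA gene comes from the newer annotation, and its body lies only partly inside the block of rs4705862. It overlaps IRF1, which lies on the opposite strand and had 199.8 ± 17.8 FPKM (SD, n = 2) in healthy children. Values per gene cannot show whether fragments from IRF1 were counted for IRF1-AS1. The non-coding RNA genes comprised 17 long non-coding RNA genes and 12 genes of small RNAs, and the small RNA genes were at 0 in all 8 samples. Of the 29, 8 had a value above 0 in both healthy children, and 3 of these reached 0.03 FPKM in both, which is what 1 fragment on a transcript of 2 kb was worth in the deeper of the 2 libraries. When a value of at least 1 in every healthy child was required, the count of non-coding RNA genes fell from 8 to 1. Counting only genes that lie wholly inside a block moved the number of expressed genes most, from 37 to 17. From the signal seen within the blocks in the genome browser, the paper proposes that multiple non-coding RNA transcripts are present in neutrophils.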

We used rtPCR to confirm the presence of two of these transcripts, i.e., those within the LD blocks containing the rs3821236 and rs1800629 SNPs. Figure 1 shows detectable expression of these transcripts in neutrophils from a healthy child and a patient with JIA. This finding corroborates the idea that the additional JIA-associated LD blocks queried in the current paper contain functional, non-coding RNA transcripts, and corroborates the findings from our earlier paper [16].

**Fig. 1:**
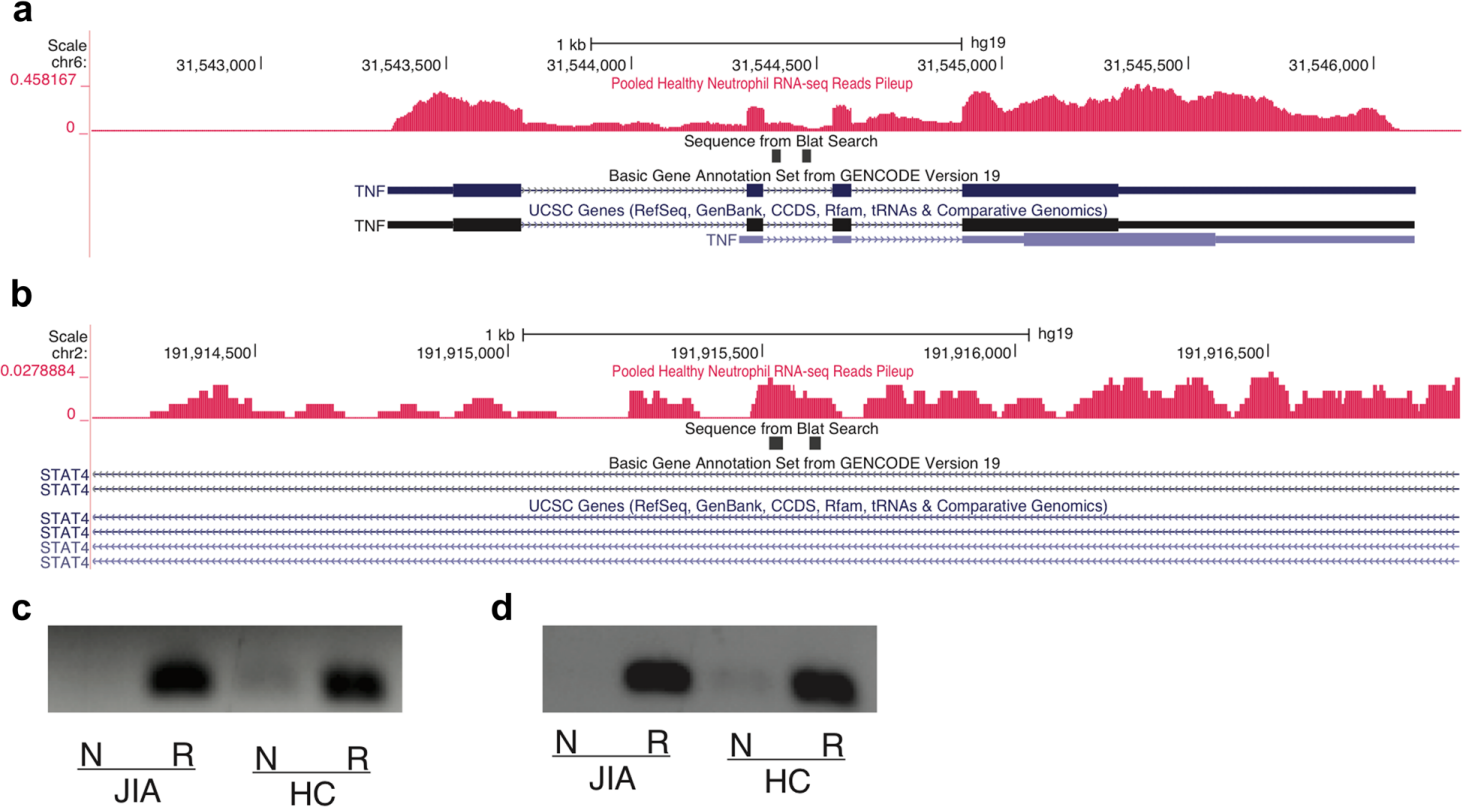
University of California Santa Cruz (*UCSC*) Genome Browser screen shot showing abundant intronic transcription in the *TNF* gene (**a**) and in the *STAT4* gene (**b**) within introns. *Black bars* indicate the region amplified by PCR experiments, as described in “Methods.” **c**, **d** Agarose gel images showing qualitative PCR amplification of intronic transcription (ncRNA) in the *TNF* gene (**c**) and in the *STAT4* gene (**d**) in neutrophils. *N* neutrophil RNA not subjected to reverse transcription, *R* neutrophil RNA subjected to reverse transcription prior to amplification. Neutrophils were isolated from patients with juvenile idiopathic arthritis (*JIA*) and healthy children (*HC*). Absence of signal in PCR amplifications that were performed without prior reverse transcription indicates that the signal was not being produced by contaminating DNA

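TNF, which encodes tumor necrosis factor, had 5.81 ± 4.35 FPKM (SD, n = 2) in healthy children, with 2.73 in replicate 1 and 8.88 in replicate 2. It had 3.84 ± 2.10 FPKM (SD, n = 3) in untreated JIA. STAT4, a transcription factor gene, had 1.95 ± 0.166 FPKM (SD, n = 2) in healthy children and 2.20 ± 0.949 FPKM (SD, n = 3) in untreated JIA. The log2 fold change between untreated JIA and healthy children was -0.434 for TNF (standard error 0.497, adjusted p = 0.9998 from limma with Benjamini-Hochberg adjustment). For STAT4 it was 0.0696 (standard error 0.350, adjusted p = 0.9998 from the same test). Neither difference was larger than the spread between replicates. The fold change of TNF moved most, and in opposite directions, when a healthy child was left out: it was -1.137 without replicate 1 and 0.269 without replicate 2. That of STAT4 moved most without untreated JIA replicate 2, to 0.328. The FPKM of a gene covers its annotated transcripts, so these values do not separate the introns of TNF and STAT4 from their exons. The paper reads the browser view as showing abundant transcription in these introns, and it amplified a region of each gene by PCR.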

### Location of H3K4me1/H3K27ac marks within LD blocks

For these analyses, we examined only those LD blocks not previously examined in our earlier paper [16] as noted in “Methods”. We identified LD blocks for all of the 30 risk SNPs, which were located in a total of 23 LD blocks. For those 23 LD blocks, we examined whether there are functional elements located in neutrophils or CD4+ T cells within these risk-conferring regions.

Our first analyses were in neutrophils. Of the 23 risk loci, 16 LD blocks contained H3K4me1 marks, while 14 LD blocks contained H3K27ac marks; 13 LD blocks contained both H3K4me1 and H3K27ac marks (Table 1). In all, 17 out of the 23 LD blocks contained either H3K4me1 or H3K27ac marks. The H3K4me1 and H3K27ac marks were significantly enriched in these LD block regions compared with non-LD block regions as determined by Fisher’s exact test (*p* value <2.2e-16 for both H3K4me1 and H3K27ac marks).

Representative screen shots from the UCSC genome browser within two of the LD regions of interest are shown in Fig. 2. The LD block containing rs755622, for example (Fig. 2a), includes the promoter for the macrophage inhibitory factor (*MIF*) gene, but this region is also rich in transcription factor (TF) binding regions and contains H3K4me1/H3K27ac histone marks. Elevated MIF has been identified in patients with all three major JIA subtypes [27], although MIF is most elevated in children with the oligoarticular and systemic forms of the disease. Similarly, the neutrophil chromatin landscape around rs2900180 (Fig. 2b) has considerable genomic complexity. There is an expressed gene within this region, i.e., the TNF receptor-associated factor 1 (TRFA1)); there has been strong interest in the TNF signaling pathways since the efficacy of anti-TNF therapies was demonstrated in children with JIA [28]. 

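TRAF1 lies on chromosome 9 of hg19 from 123664671 to 123691451, on the reverse strand and wholly inside the LD block of rs2900180, which spans 123640500 to 123706382. Its identifier in the files is ENSG00000056558.6. It had 2.21 ± 0.381 FPKM (SD, n = 2) in healthy children and 1.78 ± 0.590 FPKM (SD, n = 3) in untreated JIA. The healthy mean was higher than that of 68.6% of the 27945 genes with a mean above 0 in the 2 healthy children. The log2 fold change between untreated JIA and healthy children was -0.227 (standard error 0.257, adjusted p = 0.9998 from limma with Benjamini-Hochberg adjustment), within the spread between replicates. It lay furthest from this value, at -0.383, without untreated JIA replicate 1. The paper describes TRAF1 as an expressed gene of this region and relates it to the interest in TNF signaling that followed anti-TNF therapy.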

At the same time, this region contains both H3K4me1/H3K27 marked enhancers and abundant TF binding not isolated to the TRAF promoter.

**Fig. 2:**
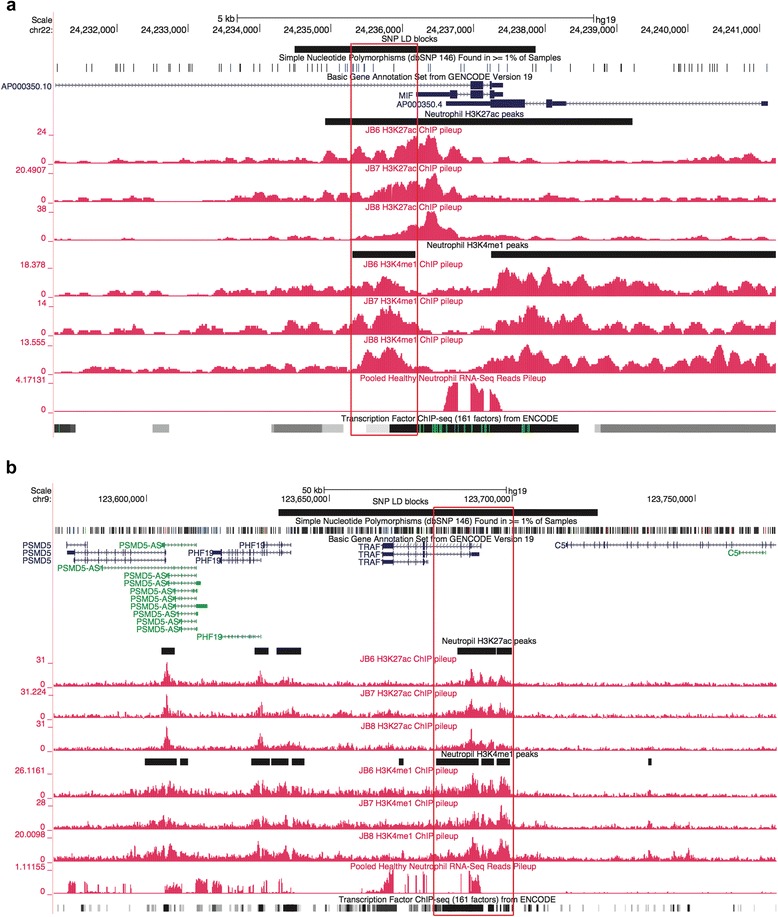
Representative screen shots from the University of California Santa Cruz Genome Browser show functional elements within neutrophil genomes. *Black horizontal bar* (*top*) represents the linkage disequilibrium (*LD*) blocks of the corresponding genome-wide association study single nucleotide polymorphism (*SNP*). *Black horizontal bars* between individual tracks represent H3K27ac and H3K4me1 peak regions generated from chromatin immunoprecipitation-sequencing (*ChIP-Seq*) data. *Gray bars* at the bottom of each image represent the transcription factor ChIP-seq of 161 factors from ENCODE with factorbook motifs. **a** LD block of rs755622 in neutrophils. Note there are expressed genes within this LD block, and the LD block contains H3K27ac and H3K4me1 regions with multiple potential transcription factor binding site (TFBS) within those regions. **b** LD block of rs2900180 in neutrophils. Note that there is one gene, the tumor necrosis factor receptor-associated factor (*TRAF1*), which is expressed within this LD block. This LD block also contains both H3K27ac and H3K4me1 peak regions with multiple TFBS within those regions. Potential active enhancers (region containing both H3K27ac and H3K4me1 peak regions) are highlighted in *red. MIF* macrophage inhibitory factor

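The LD block of rs755622 spans 24234493 to 24237862 on chromosome 22 of hg19. MIF lies wholly inside it, from 24236570 to 24237414 on the forward strand, and has 3 exons in its canonical transcript. It had 15.4 ± 2.78 FPKM (SD, n = 2) in healthy children and 11.9 ± 5.80 FPKM (SD, n = 3) in untreated JIA. The log2 fold change between these groups was -0.447 (standard error 0.374, adjusted p = 0.9998 from limma with Benjamini-Hochberg adjustment). It was larger than its standard error but did not pass the threshold. The alternative that changed it most left out untreated JIA replicate 2 and gave -0.0592. The block also overlaps MIF-AS1, a long non-coding RNA gene on the reverse strand, with 0.233 ± 0.222 FPKM (SD, n = 2) in healthy children. The third gene, the protein-coding ENSG00000251357, begins at 24204375, outside the block, and had 0.377 ± 0.409 FPKM (SD, n = 2). The paper reads the browser view as showing expressed genes together with H3K27ac and H3K4me1 regions within this block.

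**Figure D2:**
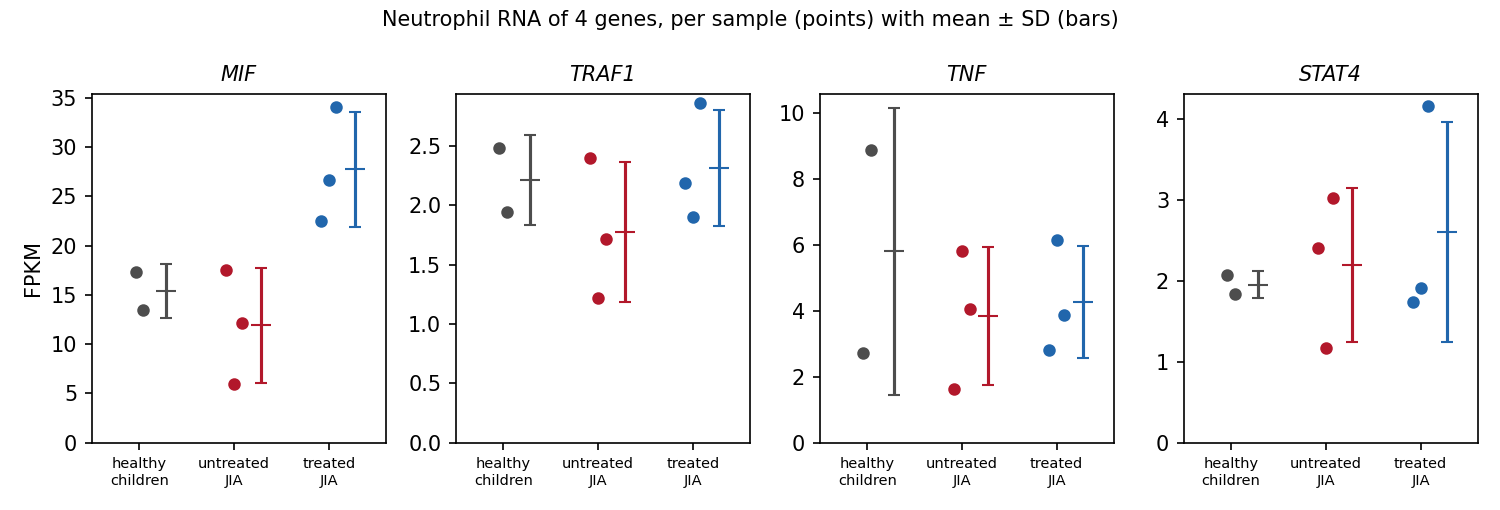
FPKM of MIF, TRAF1, TNF and STAT4 (vertical axes, linear, from 0) in each of the 2 healthy children, 3 children with untreated JIA and 3 with methotrexate-treated JIA (points), with the group mean and SD beside them. The points of untreated JIA and of healthy children overlap in all 4 genes, and MIF in the treated samples lies between 22.5 and 34.0 FPKM.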

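In the annotation used here, the LD block of rs2900180 overlaps TRAF1 and parts of PHF19 and C5. PHF19 spans 123617929 to 123657174 on chromosome 9 of hg19, and 1 of its 14 annotated transcripts reaches into the block. Its canonical transcript ends at 123639466, before the block begins at 123640500. PHF19 had 3.21 ± 0.199 FPKM (SD, n = 2) in healthy children, against 2.21 ± 0.381 FPKM (SD, n = 2) for TRAF1. C5 spans 123695265 to 123837473, and 5 of its 13 annotated transcripts reach into the block, while its canonical transcript begins at 123714613. C5 had 0.307 ± 0.113 FPKM (SD, n = 2), below a mean of 1. All 3 annotated transcripts of TRAF1 overlap the block. These values are for whole genes. When FPKM was rescaled to sum to 1000000 in each sample, PHF19 had 6.35 and TRAF1 had 4.37. Rescaling multiplies all genes of a sample by the same factor, so it could not change their order within a sample.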

Similarly, Additional file 1: Figure S1 shows multiple functional elements adjacent to potentially disease-relevant genes such as PTPN2 (Additional file 1: Figure S1A) and NFkB inhibitor-like protein 1 (NFkBIL1, Additional file 1: Figure S1B). Thus, these findings corroborate our previous report [9] on the genetic risk regions identified in the Hinks paper [11], i.e., the genetic risk largely encompasses regions of the genome rich in functional elements that serve to regulate and coordinate transcription on a genome-wide basis.

We next examined H3K4me1/H3K27ac marked regions in CD4+ T cells in those same 23 LD blocks. We queried whether there are functional elements located in CD4+ T cells within these risk-conferring regions. Of the 23 LD blocks, 20 contained H3K4me1 marks and 15 contained H3K27ac marks. All of the 15 LD blocks that contained H3K27ac marks also contained H3K4me1 marks (Table 1). Thus, 20 out of 23 of the LD blocks contained either H3K27ac or H3K4me1 marks in CD4+ T cells. The H3K27ac and H3K4me1 marks are significantly enriched in these LD block regions compared with non-LD block regions as determined by Fisher’s exact test (*p* value <2.2e-16 for both H3K27ac and H3K4me1 marks).

### Transcription factor enrichment within the LD blocks

While H3K4me1/H3K27ac marks themselves do not unambiguously identify functional enhancers [29], the appearance of TFBS within H3K4me1/H3K27ac-marked regions is strong supportive evidence that these regions are functional [30]. Therefore, for each of the 38 LD blocks containing the 51 JIA-associated risk SNPs, we queried whether there was significant enrichment for TF binding in the H3K27ac/H3K4me1 marked regions. In these analyses, we included genetic risk information from the Hinks, Hersh, and Herlin papers. Thus, to determine whether there was additional evidence that the H3K4me1/H3K27ac marked regions within the JIA-associated LD blocks had functional significance, we queried whether there were significantly enriched TFBS within those loci compared to other genomic regions that have H3K4me1/H3K27ac marks.

For neutrophils, we observed highly enriched TF binding in promoter regions (defined as (-5 K, 1 K) of TSS) within these LD blocks. TFs that were particularly enriched included POLR2A, CHD1 and TAF1 (Fig. 3a). We noted that RUNX3 binding was also enriched within the H3K27ac-marked regions (Fig. 3a), an interesting finding in that the RUNX3 locus itself is associated with risk of JIA. 

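RUNX3 lies on chromosome 1 of hg19 from 25226002 to 25291612, on the reverse strand. The LD block of rs4648881 spans 25197155 to 25203390, so it ends 22612 bases before the 3′ end of RUNX3. Among genes of the files with a known position, none overlaps the block or lies between it and RUNX3. RUNX3 had 12.9 ± 4.05 FPKM (SD, n = 2) in healthy children and 9.42 ± 1.88 FPKM (SD, n = 3) in untreated JIA. The log2 fold change of -0.402 (standard error 0.339, adjusted p = 0.9998 from limma with Benjamini-Hochberg adjustment) was larger than its standard error but did not pass the threshold. Of the alternatives, those that left out a healthy child moved it furthest, to -0.101 without replicate 1 and to -0.703 without replicate 2. Within 200 kb of the block the files list 5 non-coding RNA genes, of which 3 had a value above 0 in any of the 8 samples, and the highest of these values was 0.137 FPKM. The intronic and intergenic RNA that the paper describes at this locus is not measured by values per annotated gene.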

This locus is characterized, in neutrophils, by dense intergenic TF binding, the presence of both H3K4me1 and H3K27ac peaks overlapping with the TF binding regions, and both intronic and intergenic RNA transcripts (not yet verified by rtPCR experiments; see Additional file 2: Figure S3). These findings suggest complex relationships between enhancers and promoters, and perhaps non-coding RNA transcripts, leading to complex levels of gene regulation in neutrophils in health and in disease states such as JIA.

**Fig. 3:**
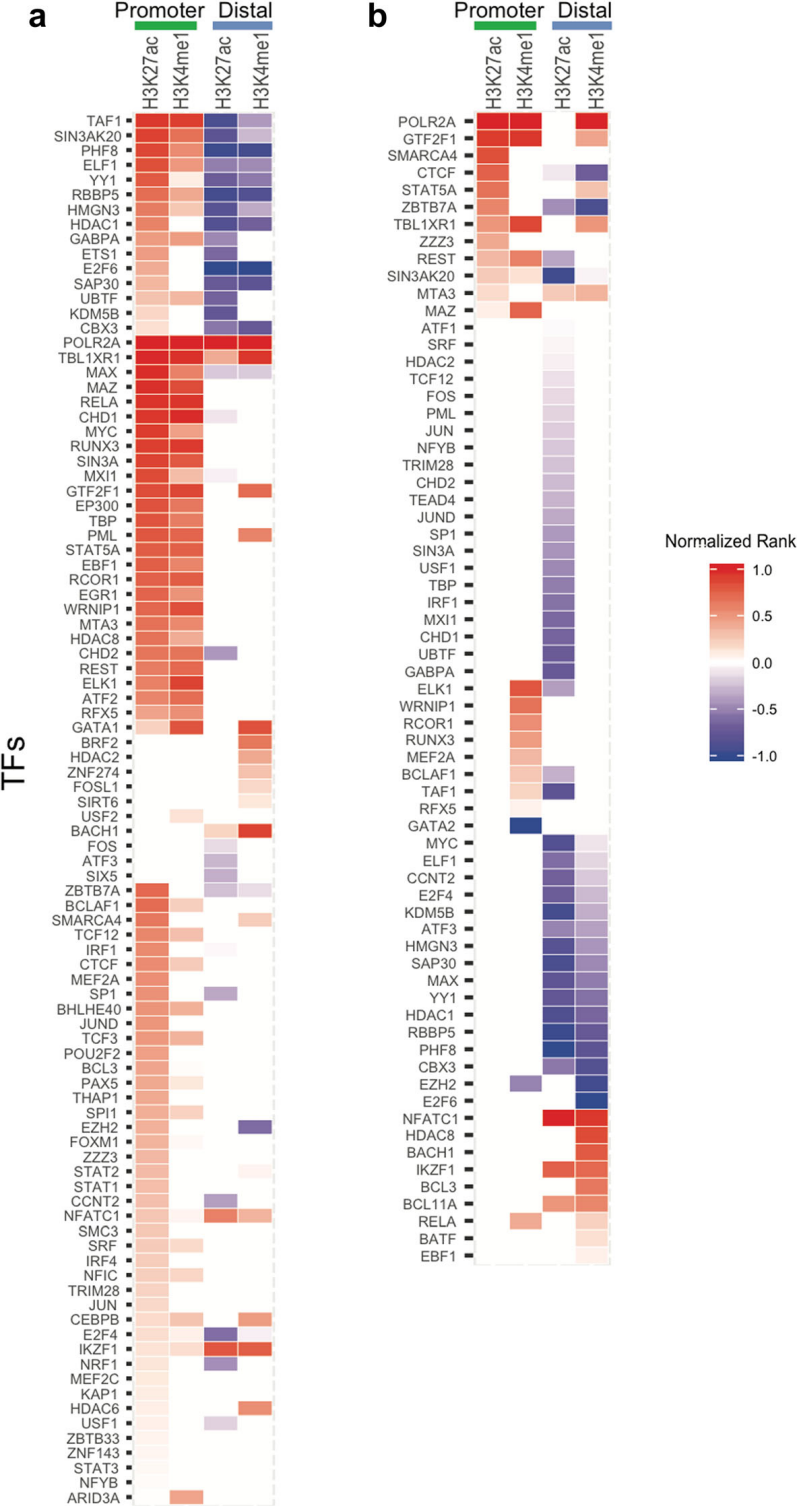
Enrichment of transcription factors (*TFs*) in H3K4me1/H3K27ac mark regions. Heatmap of significantly enriched TFs with their transcription factor binding sites (TFBS) in H3K27ac or H3K4me1 peak regions in neutrophil cells (**a**) and CD4 + T cells (**b**), considering promoter and distal regions separately. TFs are ranked according to false discovery rate (FDR) (the lowest FDR with the highest rank) and normalized to (0,1) by dividing the absolute highest rank value for enrichment (*red*) and depletion (*blue*) separately. (normalized rank >0 = enrichment, <0 = depletion)

For CD4+ T cells, we observed a limited number of TFBS that were significantly enriched in the LD blocks conferring risk of JIA that co-localized with H3K27ac/H3K4me1 histone marks (Fig. 3b). These regions were seen almost exclusively in promoters, defined as -5 K -1 K of the transcription start site (TSS). These transcription factors included POLR2A and GTF2F1. The majority of the distal (non-promoter) regions within these LD blocks were relatively depleted of TFBS. Thus, the LD blocks with H3K27ac/H3K4me1 marks are not highly enriched with TFs. This finding contrasts with what we observed in neutrophils, as noted above, where there is significant enrichment of TF binding within H3K4me1/H3K27ac-marked regions.

### Chromatin interactions in JIA risk loci

We used the 6520 long-distance chromatin interactions from a previously-reported ChIA-PET data analysis of CD4+ T cells [23] to define chromatin interactions in all the JIA-associated LD blocks. We identified 11 LD blocks that contained 48 long-range interactions. We noted that all six of the interaction regions within the LD block containing the SNP, rs10818488, are identical to the regions within the LD block of rs2900180. Thus, 42 unique long-range interactions remained, 11 of which displayed more than one interaction within or intersected with the same LD blocks (Additional file 3: Table S1). For these 42 long-range interactions, 20 were promoter-promoter (defined as (-5 K, 1 K) of TSS) interactions, 21 were promoter-distal (non-promoter) interactions, and one was a distal-distal interaction.

We next analyzed the ChIA-PET data in light of transcriptomes from CD4+ T cells derived from healthy children. We identified several genes within the CHIA-PET interacting regions, including ILB, DDX39B, RASSF5 and JAK1, which demonstrated high levels of expression (average fragments per kilobase of transcript (FPKM) >100). We noted that there are multiple small RNA molecules (snoRNA, miRNA, misc_RNA, snRNA) that are encoded within these regions, but the sequencing libraries were not prepared to detect their presence because the FPKM of those molecules is zero.

Among the 42 long-range interactions, 66 regions contained both H3K4me1 and H3K27ac marks, while 2 regions contained only H3K27ac marks and 11 contained only H3K4me1 marks; only 5 of the interacting regions contained neither H3K4me1 nor H3K27ac marks. There were in all 61 genes associated with these long-range interacting regions. The genes associated with regions containing both H3K4me1 and H3K27ac marks have average higher FPKM than those genes that contained only H3K4me1 marks or those with no histone marks (Additional file 4: Figure S2).

The ChIA-PET data point to complex layers of interaction and gene regulation within the JIA-associated risk loci. Note, for example, there are multiple points of interaction between the IRF1 and Corf56 genes, a locus that also encodes a Y-RNA species. These genes are physically adjacent to one another on chromosome 5, as shown in Fig. 4a. This region is dense with functional elements, including an H3K4me1/H3K27ac-marked enhancer, dense transcription factor binding, and multiple DNase1 hypersensitivity sites. It is interesting to note that our previous work from whole blood expression profiles of untreated patients with JIA suggested an important role for IRF1 networks in the pathogenesis of JIA [3]. Equally interesting is the physical interaction detected between the HLADQB1 and HLADQB2 loci. Association between JIA risk and class II HLA alleles has been long recognized, although the alleles at the DRB1 locus are thought to have stronger effects than those at the DQB1 or DQB2 loci [31]. The genome browser shot in Fig. 4b demonstrates the complexity of this locus. Complex interactions between TRAF1 and multiple adjacent genes (C5, PHF19, and CNTRL), and TRAF1 intragenic interactions were also observed on the ChIA-PET data by Chepelev et al. [23].

**Fig. 4:**
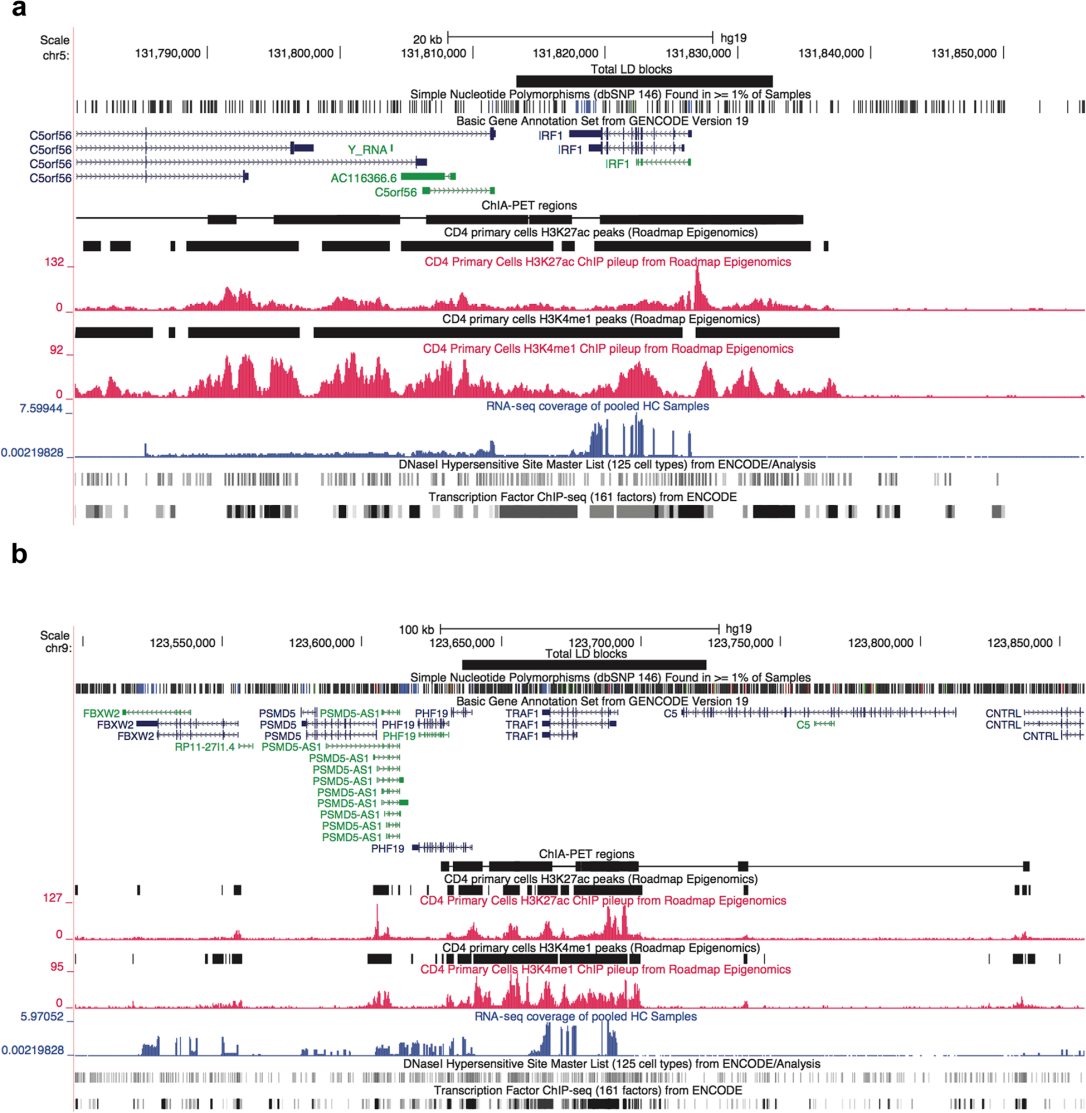
**a** Genome browser shot of the interferon regulatory factor 1 (*IRF1*)/C5orf56 locus in CD4 primary T cells, which is an epigenetically rich region showing dense transcription factor binding, multiple DNase1 hypersensitivity sites, and active enhancers with both H3K27ac and H3K4me1 marks. **b** TNF receptor-associated factor 1 (*TRAF1*) locus with rich epigenetic architecture in this locus, including multiple transcription factor binding sites, DNase1 hypersensitive sites, and active enhancers (H3K27ac and H3K4me1 marked regions). *CNTRL* control, *HC* healthy children

### Enriched molecular pathways of disease-associated SNPs

We used the method of Brodie et al. [24] and the PANTHER database [32] to identify significantly enriched biological processes and pathways for the 246 protein-coding genes and processed transcripts associated with the 51 JIA risk SNPs. Using a cutoff of a Bonferroni-adjusted *p* value <0.05, the enriched PANTHER pathways are related to interleukin signaling and inflammation mediated by chemokine and cytokine signaling. The enriched biological processes involve antigen processing and presentation, cellular defense response and other immunologically relevant processes (Additional file 5: Table S2).

## Discussion

In this paper, we mined existing datasets in order to gain a better understanding of the nature of genetic risk in JIA and therefore gain a better understanding of the transcriptional abnormalities that we and others have previously observed in untreated patients. We found that most of the JIA-associated SNPs lie within the non-coding genome, in regions that are dense with TF binding sites, DNaseI hypersensitive sites, epigenetic signatures of enhancer function, and, in the case of neutrophils, non-coding RNA transcripts. These findings strongly support the idea that genetic risk in JIA is determined by aberrant regulation of gene expression rather than the improper function of proteins mediated by an improper amino acid substitution. This idea is now gaining broad acceptance in the field of autoimmunity [33], and may provide the basis for understanding the transcriptional abnormalities seen in a broad spectrum of peripheral blood cells in JIA. These findings also demonstrate the importance of considering the chromatin context around disease-associated SNPs, which may have no functional association at all with the “nearest gene.”

At the completion of the Human Genome Project, there was some surprise and even a little dismay at how little of the genome contains protein-encoding genes. When the entire project was completed, only approximately 2% of the DNA was found to encode proteins [34]. One of the transformative findings from the ENCODE and Roadmap Epigenomics projects has been the discovery of the richness of the non-coding genome. Enhancers, insulators, CCCTC binding factor (CTCF) binding sites (which regulate chromatin conformation), etc., are broadly distributed throughout the genome and demonstrate that the processes of regulating gene expression and coordinating expression on a genome-wide basis is extraordinarily complex [35]. The field of immunology is now making considerable progress in identifying these functional elements and how they regulate transcription and therefore immune responses [36].

The findings from ENCODE and Roadmap Epigenomics, and the work we describe here, demonstrate that identifying specific causal variants in JIA is going to be an ongoing challenge. A primary reason for this is the complexity of the risk loci. While many of these loci encompass genes that are of strong immunologic interest (e.g., MIF, TRAF1, PTNP2, NFkBIL1), these same loci are also rich in other functional elements that regulate transcription on a global basis. For example, Fig. 2a is a simplified genome browser screen shot that shows the neutrophil chromatin landscape around rs755622. While the actual SNP is within the promoter of the MIF gene, the entire LD block contains both H3K4me1 and H3K27ac histone marks (strong evidence for an active enhancer in this region) and rich TF binding that is not localized exclusively to the promoter. Similar genomic features can also be seen in this region in CD4+ T cells (data not shown).

We also found a large degree of complexity around rs2900180 (Fig. 2b), and rs2847293/rs7234029, which are in the same LD block. The region containing rs2847293/rs7234029 is of broad general interest to the field of immunology, as this LD block includes the *PTPN2* gene. While PTPN2 is generally considered a regulator of T cell responses, this protein tyrosine phosphatase is broadly expressed in innate immune cells, including in neutrophils, where it serves as a negative regulator of cytokine signaling [37]. However, the PTPN2 locus is also characterized by H3K4me1/H3K27ac-marked enhancers in neutrophils and CD4+ T cells, and an apparent non-coding RNA molecule in the intron between the first and second exons in neutrophils (Additional file 1: Figure S1A). 

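PTPN2 lies on chromosome 18 of hg19 from 12785477 to 12929642, on the reverse strand, and overlaps the LD block of rs7234029 from 12821903 to 12880206. In its canonical transcript, intron 1 spans 12859254 to 12884071, and no other gene of the files with a known position lies in it. PTPN2 had 13.6 ± 1.60 FPKM (SD, n = 2) in healthy children and 13.9 ± 0.637 FPKM (SD, n = 3) in untreated JIA. The log2 fold change between the 2 groups was 0.0294 (standard error 0.208, adjusted p = 0.9998 from limma with Benjamini-Hochberg adjustment), smaller than its own error. Leaving out a healthy child shifted it most, to 0.141 without replicate 1 and, with the sign reversed, to -0.0822 without replicate 2. The healthy mean was above that of 86.05% of the 27945 genes with a mean above 0. These values cover the annotated transcripts of PTPN2 and do not show RNA of the intron on its own. The paper reads the browser view of the intron as an apparent non-coding RNA.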

Thus, while it is tempting to focus on the protein-encoding genes within these regions as the location of the causal variants that lead to perturbed immune function, our data invite other interpretations. Enhancers, for example, may function at considerable distances (in genomic terms) from the genes they regulate, and often do not regulate the closest gene [38, 39]. This idea is shown in the recent work of Martin et al. [15]. Using Hi-C chromatin conformation capture, these authors demonstrated that >80% of long-distance chromatin interactions within T and B cell lines occurred at distances >500 Mb. Thus, until there is more solid experimental evidence to indicate otherwise, we must be open to the possibility that it is the enhancer function of these regions and/or the function of the ncRNA that are perturbed by genetic variance rather than specific functions or regulation of the nearby proteins.

This idea is corroborated by our analysis of the published CD4+ T cells ChIA-PET dataset. ChIA-PET uses crosslinked DNA to identify physical interactions between regions of DNA, which may either be in close proximity or many Mb apart on a specific chromosome (or even regions that are on different chromosomes) [23, 40]. The dataset we queried used H3K4me2 as a general mark for active enhancers. We found that the JIA-associated genetic risk loci display abundant and complex physical interactions with (usually) nearby genomic elements. The region encoding the TRAF1 gene is emblematic of this complexity. We detected interactions between an H3K4me2-marked region adjacent to the TRAF1 gene and at least three other genes. These genes included C5, the 5th component of the complement cascade, an important inflammatory mediator. The region also interacts with PHF19, which is itself a regulator of gene expression. PHF19 is a member of the polycomb repressive complex-2 (PRC-2) that is involved in gene silencing [41]. The significance of the interaction between the TRAF1 region and CNTRL (formerly for as CEP110), a centrosomic protein [42] is not immediately clear.

ENCODE also revealed that much of the genome is transcribed, and that many (if not most) of these non-coding RNA species are functional. In rheumatology, miRNA are the best-known of these non-coding RNA families, as numerous papers have shown links between specific miRNA molecules and specific immunologic features of the rheumatic diseases (e.g., [43]). Our own work has recently shown extensive re-wiring of mRNA-miRNA networks within JIA neutrophils [44]. However, the non-coding RNA world is broad, and includes RNA species that regulate chromatin accessibility [45], perform enhancer functions [46–48], and encode for small peptides [49]. Our current work also demonstrates the presence of at least two intronic, non-coding RNA molecules in the JIA-associated genetic risk loci. Such transcripts are abundant in neutrophils [50] and may regulate the decay of otherwise unstable mRNA transcripts [47]. The specific roles of these transcripts in neutrophil biology and/or the pathogenesis of JIA remain to be clarified. Their presence, however, serves to demonstrate that the localization of a disease-associated polymorphism within a specific gene does not necessarily mean that genetic risk is conferred by alterations in the protein-coding function of that gene.

The findings we report here provide an explanation for an observation that we have recently reported: differentially expressed genes in JIA are not situated within the LD blocks that confer genetic risk [3]. Using whole blood gene expression data from subjects of a National Institutes of Health-funded clinical trial, corroborated by an independent patient cohort, we reported that among >150 genes that were differentially expressed in patients and healthy controls, none were encoded within the LD blocks associated with JIA risk. Thus, the mechanisms through which genetic variance leads to perturbed gene expression are likely to be more complex than was previously considered. While it is possible that a different result might be obtained using RNA-Seq data from purified cell populations, the large number of gene-regulatory elements in the risk loci also invites us to consider that much of the genetic risk may be mediated by perturbation of long-range interactions, as suggested by the data reported by Martin et al. [15].

This paper adds to the mounting evidence that suggests that the field of pediatric rheumatology may require a fundamental re-assessment of theories on the pathogenesis of JIA. Long accepted as an “autoimmune disease” triggered by the recognition of a “self” peptide by the adaptive immune system, new evidence from the fields of genetics and genomics ought to prompt a reconsideration of this view. We propose, instead, that JIA emerges because of genetic and epigenetically mediated alterations in leukocyte genomes. These alterations, we propose, involve both innate and adaptive immune systems and lead to expression of inflammatory mediators in the absence of the external signals normally required to initiate or sustain an inflammatory response. Our work in both whole blood buffy coats [6] and neutrophils [5] is consistent with that interpretation of the available gene expression and genetic data.

## Conclusions

We demonstrated that the known genetic risk loci for JIA are enriched for multiple functional elements within the non-coding genome of human neutrophils. These functional elements include rich TF binding sites, H3K4me1 and H3K27ac-marked enhancers, and non-coding RNAs. We believe that these data and newer understanding of genetic risk and genome function invite new understanding of JIA pathogenesis, and may provide the basis for radical new approaches to therapy.

## Additional files

Additional file 1: Figure S1. Genome browser screen shots. Chromatin organization around PTPN2 and NFKBIL2 loci.
Additional file 2: Figure S3. Genome browser screen shots. Chromatin organization around the RUNX3 locus.
Additional file 3: Table S1. Summary of ChIA-PET peak regions intersecting with JIA-associated LD blocks.
Additional file 4: Figure S2. Genes associated with these long-range interacting regions from CD4+ T cell ChIA-PET data. The genes associated with regions containing both H3K4me1 and H3K27ac marks have average higher FPKM than those genes that contained only H3K4me1 marks or those with no histone marks.
Additional file 5: Table S2. Enriched biological functions of genes within JIA-associated LD blocks.

## Abbreviations

bp: Base pair(s)
ChIA-PET: Chromatin interaction analysis by paired-end tag sequencing
ChIPseq: Chromatin immunoprecipitation-sequencing
FDR: False discovery rate
FPKM: fragments per kilobase of transcript
GWAS: Genome-wide association studies
JIA: Juvenile idiopathic arthritis
LD: Linkage disequilibrium
MIF: Macrophage inhibitory factor
ncRNA: Non-coding RNA
rtPCR: reverse transcriptase polymerase chain reaction
SNP: Single nucleotide polymorphism
SNAP: SNP Annotation And Proxy search
TF: Transcription factor
TFBS: Transcription factor binding site
TNF: tumor necrosis factor
TRAF: tumor necrosis factor receptor-associated factor
TSS: transcription start site
UCSC: University of California Santa Cruz

## References

[1] Jarvis JN, Jiang K, Frank MB, Knowlton N, Aggarwal A, Wallace CA, McKee R, Chaser B, Tung C, Smith LB (2009). Gene expression profiling in neutrophils from children with polyarticular juvenile idiopathic arthritis. Arthritis Rheum.

[2] Knowlton N, Jiang K, Frank MB, Aggarwal A, Wallace C, McKee R, Chaser B, Tung C, Smith L, Chen Y (2009). The meaning of clinical remission in polyarticular juvenile idiopathic arthritis: gene expression profiling in peripheral blood mononuclear cells identifies distinct disease states. Arthritis Rheum.

[3] Jiang K, Wong L, Sawle AD, Frank MB, Chen Y, Wallace CA, Jarvis JN (2016). Whole blood expression profiling from the TREAT trial: insights for the pathogenesis of polyarticular juvenile idiopathic arthritis. Arthritis Res Ther.

[4] Jiang K, Frank M, Chen Y, Osban J, Jarvis JN (2013). Genomic characterization of remission in juvenile idiopathic arthritis. Arthritis Res Ther.

[5] Jarvis JN, Petty HR, Tang Y, Frank MB, Tessier PA, Dozmorov I, Jiang K, Kindzelski A, Chen Y, Cadwell C (2006). Evidence for chronic, peripheral activation of neutrophils in polyarticular juvenile rheumatoid arthritis. Arthritis Res Ther.

[6] Dozmorov I, Knowlton N, Tang Y, Shields A, Pathipvanich P, Jarvis JN, Centola M (2004). Hypervariable genes–experimental error or hidden dynamics. Nucleic Acids Res.

[7] Komili S, Silver PA (2008). Coupling and coordination in gene expression processes: a systems biology view. Nat Rev Genet.

[8] Hersh AO, Prahalad S (2015). Immunogenetics of juvenile idiopathic arthritis: A comprehensive review. J Autoimmun.

[9] Herlin MP, Petersen MB, Herlin T (2014). Update on genetic susceptibility and pathogenesis in juvenile idiopathic arthritis.EMJ. Rheumatol.

[10] Moncrieffe H, Hinks A, Ursu S, Kassoumeri L, Etheridge A, Hubank M, Martin P, Weiler T, Glass DN, Thompson SD (2010). Generation of novel pharmacogenomic candidates in response to methotrexate in juvenile idiopathic arthritis: correlation between gene expression and genotype. Pharmacogenet Genomics.

[11] Hinks A, Cobb J, Marion MC, Prahalad S, Sudman M, Bowes J, Martin P, Comeau ME, Sajuthi S, Andrews R (2013). Dense genotyping of immune-related disease regions identifies 14 new susceptibility loci for juvenile idiopathic arthritis. Nat Genet.

[12] Maurano MT, Humbert R, Rynes E, Thurman RE, Haugen E, Wang H, Reynolds AP, Sandstrom R, Qu H, Brody J (2012). Systematic localization of common disease-associated variation in regulatory DNA. Science.

[13] Schaub MA, Boyle AP, Kundaje A, Batzoglou S, Snyder M (2012). Linking disease associations with regulatory information in the human genome. Genome Res.

[14] Farh KK, Marson A, Zhu J, Kleinewietfeld M, Housley WJ, Beik S, Shoresh N, Whitton H, Ryan RJ, Shishkin AA (2015). Genetic and epigenetic fine mapping of causal autoimmune disease variants. Nature.

[15] Martin P, McGovern A, Orozco G, Duffus K, Yarwood A, Schoenfelder S, Cooper NJ, Barton A, Wallace C, Fraser P (2015). Capture Hi-C reveals novel candidate genes and complex long-range interactions with related autoimmune risk loci. Nat Commun.

[16] Jiang K, Zhu L, Buck MJ, Chen Y, Carrier B, Liu T, Jarvis JN (2015). Disease-associated single-nucleotide polymorphisms from noncoding regions in juvenile idiopathic arthritis are located within or adjacent to functional genomic elements of human neutrophils and CD4+ T cells. Arthritis Rheumatol.

[17] Grom AA, Hirsch R (2000). T-cell and T-cell receptor abnormalities in the immunopathogenesis of juvenile rheumatoid arthritis. Curr Opin Rheumatol.

[18] Huttenlocher A, Smith JA (2015). Neutrophils in pediatric autoimmune disease. Curr Opin Rheumatol.

[19] Johnson AD, Handsaker RE, Pulit SL, Nizzari MM, O'Donnell CJ, de Bakker PI (2008). SNAP: a web-based tool for identification and annotation of proxy SNPs using HapMap. Bioinformatics.

[20] Hui-Yuen JS, Zhu L, Wong LP, Jiang K, Chen Y, Liu T, Jarvis JN (2016). Chromatin landscapes and genetic risk in systemic lupus. Arthritis Res Ther.

[21] Jiang K, Sun X, Chen Y, Shen Y, Jarvis JN (2015). RNA sequencing from human neutrophils reveals distinct transcriptional differences associated with chronic inflammatory states. BMC Med Genomics.

[22] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[23] Chepelev I, Wei G, Wangsa D, Tang Q, Zhao K (2012). Characterization of genome-wide enhancer-promoter interactions reveals co-expression of interacting genes and modes of higher order chromatin organization. Cell Res.

[24] Wang K, Li M, Hakonarson H (2010). Analysing biological pathways in genome-wide association studies. Nat Rev Genet.

[25] Brodie A, Tovia-Brodie O, Ofran Y (2014). Large scale analysis of phenotype-pathway relationships based on GWAS results. PLoS One.

[26] Brodie A, Azaria JR, Ofran Y (2016). How far from the SNP may the causative genes be?. Nucleic Acids Res.

[27] Meazza C, Travaglino P, Pignatti P, Magni-Manzoni S, Ravelli A, Martini A, De Benedetti F (2002). Macrophage migration inhibitory factor in patients with juvenile idiopathic arthritis. Arthritis Rheum.

[28] Lovell DJ, Giannini EH, Reiff A, Cawkwell GD, Silverman ED, Nocton JJ, Stein LD, Gedalia A, Ilowite NT, Wallace CA (2000). Etanercept in children with polyarticular juvenile rheumatoid arthritis. Pediatric Rheumatology Collaborative Study Group. N Engl J Med.

[29] Creyghton MP, Cheng AW, Welstead GG, Kooistra T, Carey BW, Steine EJ, Hanna J, Lodato MA, Frampton GM, Sharp PA (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc Natl Acad Sci U S A.

[30] Alexander RP, Fang G, Rozowsky J, Snyder M, Gerstein MB (2010). Annotating non-coding regions of the genome. Nat Rev Genet.

[31] Hollenbach JA, Thompson SD, Bugawan TL, Ryan M, Sudman M, Marion M, Langefeld CD, Thomson G, Erlich HA, Glass DN (2010). Juvenile idiopathic arthritis and HLA class I and class II interactions and age-at-onset effects. Arthritis Rheum.

[32] Mi H, Muruganujan A, Casagrande JT, Thomas PD (2013). Large-scale gene function analysis with the PANTHER classification system. Nat Protoc.

[33] Michailidou K, Beesley J, Lindstrom S, Canisius S, Dennis J, Lush MJ, Maranian MJ, Bolla MK, Wang Q, Shah M (2015). Genome-wide association analysis of more than 120,000 individuals identifies 15 new susceptibility loci for breast cancer. Nat Genet.

[34] The ENCODE Project Consortium. An integrated encyclopedia of DNA elements in the human genome. Nature, 2012;489:57–74.10.1038/nature11247PMC343915322955616

[35] Gandin V, Sikstrom K, Alain T, Morita M, McLaughlan S, Larsson O, Topisirovic I. Polysome fractionation and analysis of mammalian translatomes on a genome-wide scale. J Vis Exp. 2014;17. doi:10.3791/51455.10.3791/51455PMC418943124893926

[36] Winter DR, Jung S, Amit I (2015). Making the case for chromatin profiling: a new tool to investigate the immune-regulatory landscape. Nat Rev Immunol.

[37] Spalinger MR, McCole DF, Rogler G, Scharl M (2015). Role of protein tyrosine phosphatases in regulating the immune system: implications for chronic intestinal inflammation. Inflamm Bowel Dis.

[38] Shlyueva D, Stampfel G, Stark A (2014). Transcriptional enhancers: from properties to genome-wide predictions. Nat Rev Genet.

[39] Levine M, Cattoglio C, Tjian R (2014). Looping back to leap forward: transcription enters a new era. Cell.

[40] Li G, Cai L, Chang H, Hong P, Zhou Q, Kulakova EV, Kolchanov NA, Ruan Y (2014). Chromatin interaction analysis with paired-end tag (ChIA-PET) sequencing technology and application. BMC Genomics.

[41] Brien GL, Gambero G, O'Connell DJ, Jerman E, Turner SA, Egan CM, Dunne EJ, Jurgens MC, Wynne K, Piao L (2012). Polycomb PHF19 binds H3K36me3 and recruits PRC2 and demethylase NO66 to embryonic stem cell genes during differentiation. Nat Struct Mol Biol.

[42] Ou YY, Mack GJ, Zhang M, Rattner JB (2002). CEP110 and ninein are located in a specific domain of the centrosome associated with centrosome maturation. J Cell Sci.

[43] Liang D, Shen N (2012). MicroRNA involvement in lupus: the beginning of a new tale. Curr Opin Rheumatol.

[44] Hu Z, Jiang K, Frank MB, Chen Y, Jarvis JN (2016). Complexity and specificity of the neutrophil transcriptomes in juvenile idiopathic arthritis. Sci Rep.

[45] Li LC (2014). Chromatin remodeling by the small RNA machinery in mammalian cells. Epigenetics.

[46] Birnbaum RY, Clowney EJ, Agamy O, Kim MJ, Zhao J, Yamanaka T, Pappalardo Z, Clarke SL, Wenger AM, Nguyen L (2012). Coding exons function as tissue-specific enhancers of nearby genes. Genome Res.

[47] Li W, Notani D, Rosenfeld MG (2016). Enhancers as non-coding RNA transcription units: recent insights and future perspectives. Nat Rev Genet.

[48] Ahituv N (2016). Exonic enhancers: proceed with caution in exome and genome sequencing studies. Genome Med.

[49] Pauli A, Rinn JL, Schier AF (2011). Non-coding RNAs as regulators of embryogenesis. Nat Rev Genet.

[50] Wong JJ, Ritchie W, Ebner OA, Selbach M, Wong JW, Huang Y, Gao D, Pinello N, Gonzalez M, Baidya K (2013). Orchestrated intron retention regulates normal granulocyte differentiation. Cell.

How the deposited data were processed for this re-analysis (not part of the article)

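RNA from neutrophils of 3 children with untreated JIA, 3 with methotrexate-treated JIA and 2 healthy children was analysed. Samples were assigned to groups from their labels, and replicate numbers only name a sample within its group and pair no samples between groups. The ChIP-Seq, ChIA-PET, CD4+ T cell and rtPCR data of the paper are not in the files analysed here, so no values are given for them.

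The authors deposited a table of FPKM values for 57815 genes per sample. FPKM divides the fragments of a gene by transcript length and by the number of mapped fragments, per 1000000. The aligner, the program that computed FPKM, its version and the way RNA was selected are not stated. Some values are far below what 1 fragment gives, such as 1.41e-34 for MIF-AS1 in treated JIA replicate 2, so the program shared fragments between transcripts by a model. A value above 0 therefore need not stand for a sequenced fragment. FPKM summed to between 452174 and 675667 per sample, with 480908, 586784 and 452174 in untreated JIA, 655129, 612184 and 675667 in treated JIA and 505816 and 506530 in healthy children.

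Depth was read from the values. In genes of 1 exon and 1 transcript, with an exon between 500 and 6000 bases, low values lay on whole multiples of what 1 fragment is worth. Between 207 and 262 genes per sample lay at 1 fragment, within 3%, against 5 to 14 at 1.5 fragments. In units of 1000000 fragments, the libraries held 30.0, 19.1 and 25.9 in untreated JIA, 16.3, 6.81 and 21.9 in treated JIA, and 12.7 and 18.3 in healthy children. These sizes are read from the values and are not stated by the authors. When the step was tested on simulated data, library sizes were recovered within 0.5%. The smallest value taken as detectable was 3 fragments, which on a transcript of 2 kb is 0.24 FPKM in treated JIA replicate 2 and 0.054 FPKM in untreated JIA replicate 1.

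Gene names, biotypes and positions were taken from GENCODE version 44 mapped to hg19, matched by identifier for 55535 genes. This annotation is newer than the one whose identifiers the files use, and some gene bodies are longer in it. LD blocks were those of Table 1 and 6 from Table S1. A gene counted as inside a block when its body overlapped it by at least 1 base, and as expressed at a mean of at least 1 FPKM in the 2 healthy children. Primers were matched exactly to both strands of the reference genome.

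Groups were compared with limma 3.58.1 in R 4.3.3, with an intensity trend, on log2(FPKM + 1). All 8 samples were fitted together with 3 groups, over the 12519 genes with an FPKM of at least 1 in at least 2 samples, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. The design written before the files arrived named a count model for read counts and limma for FPKM, and the files hold FPKM. The correlation of STAT4 with T cell markers was written for CPM and was computed on log2(FPKM + 0.5). On simulated data with 200 genes changed by 2 on the log2 scale, the test found 179 and 180 of them in the 2 affected contrasts, with 13 unchanged genes called in each, and 0 genes in the third contrast. The changed genes were drawn only from the better expressed of the tested genes, so these shares do not hold for low genes. Noise was independent between genes, and no bias of length, GC content or depth was simulated. Only 2 healthy children limit every comparison with them. Correlations and single values were tested by exact permutation. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

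Genes named in the text are those the paper names as expressed, transcribed or lying in an LD block in neutrophils, the genes of the same blocks, up to 5 genes with the largest change in each direction among those past the threshold with no overlap between groups, and the marker genes of blood cell types. IRF1-AS1, ENSG00000250264, HLA-DOB and the ribosomal protein genes fall outside this rule and were added after seeing the data. Alternatives set before the files arrived were another pseudocount, another filter, a fit of only the 2 groups compared, a minimum fold change, other definitions of inside and expressed, and leaving out each replicate. Rescaling FPKM to sum to 1000000 per sample, quantile normalization and keeping only genes of at least 200 exonic bases were added after seeing the data. Alternatives that need read counts were not run.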

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

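The methotrexate-treated samples, which the paper does not report on, differed from the healthy children in 846 genes (487 higher, 359 lower) with an adjusted p under 0.05 from limma, and from the untreated JIA samples in 1014 genes (421 higher and 593 lower in untreated JIA). Untreated JIA differed from healthy children in 3 genes. For each comparison the number was recounted over all 10 splits of its samples into groups of the same sizes. Only the real split, 1 of the 10, gave as many as 1014 genes between untreated and treated JIA, and only the real split, 1 of the 10, gave as many as 846 between treated JIA and healthy children. Of the 10 splits of untreated JIA and healthy children, 3 gave at least 3 genes. With 10 splits the share cannot fall under 0.05, so the share alone cannot decide for any of the 3 counts. The other splits gave 0 to 1 genes against 1014 and 0 to 11 genes against 846. Counts so far apart argue against a chance split for these comparisons. For untreated JIA and healthy children, other splits reached the real count of 3.

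Several technical explanations were weighed for the difference between untreated and treated JIA. Leaving out the shallowest treated sample lowered the number of genes from 1014 to 141. Leaving out a deeper sample lowered it further for untreated JIA replicate 3 (64) and treated JIA replicate 3 (90). It fell less without untreated JIA replicates 1 (279) and 2 (196) and treated JIA replicate 1 (804). The fall is therefore not specific to the shallow library. Without that shallow sample the libraries still differed in depth, so leaving it out cannot exclude library depth. In units of 1000000 fragments, depth was 19.1 to 30.0 in untreated JIA and 16.3 and 21.9 in the treated samples left. All untreated libraries were deeper than those of healthy children (12.7 and 18.3), and only 3 genes differed. Treated libraries (6.81 to 21.9) spanned the healthy range, and 846 genes differed. These counts argue against library depth as the main source. Rescaling every sample to the same total FPKM left 1247 genes, so the number does not rest on the total FPKM per sample. The balance of directions does: after rescaling 1144 of these genes were higher and 103 lower in untreated JIA. Between treated JIA and healthy children the balance reversed as well. It went from 487 higher and 359 lower to 145 higher and 930 lower after rescaling. Quantile normalization gave 298 higher and 705 lower in that comparison. Among markers of other blood cells, 40% of the platelet markers, 2 of 5, passed the threshold and were lower in untreated JIA, as did 593 of the 12519 tested genes, and no marker of the other cell types passed it. RNA from platelets is therefore not excluded. Gene length and GC content remain as well. Across genes, which are not independent replicates, the log2 fold change between untreated and treated JIA had a Spearman rho of 0.302 with exonic length and of -0.324 with GC content, each beyond the limit of 0.2 set for the test, while between untreated JIA and healthy children rho was -0.0576 and -0.0839. Values were available for 97.16% of the tested genes. The prediction for GC content was written before its result was seen, and all the others after theirs. A bias of length or GC content between libraries or RNA from platelets may therefore explain part of the difference. Library depth may still add a part, although the counts above argue against it as the main source. The labels give no library or sequencing batch to test. Treatment with methotrexate is the biological explanation the design offers, and it cannot be told apart from these.

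The interferon response marker score, the mean log2(FPKM + 0.5) of 7 genes, was 1.759 higher in untreated JIA and 1.368 higher in methotrexate-treated JIA than in healthy children. It was flagged because all 6 JIA samples (5.71 to 6.90) lay above both healthy children (4.34 and 4.76), and the paper does not report on these genes. In the exact permutation test, the 2-sided p was 0.2 for each group against the 2 healthy children. It was 0.0714 for the 6 JIA samples against the 2. Each is the smallest value that this 2-sided form, which doubles the share in 1 direction, allows. Of the 28 splits of the 8 samples into 6 and 2, only the real 1 gave as large a difference, a count made in 1 direction. Among 18 comparisons of marker scores, 3 had every JIA sample above both healthy children, against 1.8 by chance. After rescaling to the same total FPKM, the lowest JIA sample stayed 0.606 above the highest healthy child. Across the 8 samples the score had a Pearson r of 0.45 with library depth (exact permutation p = 0.261, adjusted 0.293) and a Spearman rho of 0.69 (exact permutation p = 0.0694, adjusted 0.139). The r was under the limit of 0.7 set for the test, but without the 2 samples farthest from the median depth it was 0.867. Those are the shallowest, treated JIA replicate 2, and the deepest, untreated JIA replicate 1. Treated JIA replicates 1 and 2 were shallower than healthy children replicate 2 but scored 5.71 and 5.89, against 4.76. This argues against library depth for the treated scores. All untreated libraries were deeper than both healthy ones, so depth is not excluded for untreated JIA. With the monocyte marker score r was -0.429 (exact permutation p = 0.293, adjusted 0.293), rho was -0.333 (exact permutation p = 0.428, adjusted 0.428) and r was -0.74 without the 2 farthest samples, the opposite of what RNA from monocytes would give. These are 2 relations in 1 family. All 7 genes were higher in untreated JIA than in healthy children, by 1.16 to 2.12 on the log2 scale, and 0 of them passed the threshold (lowest adjusted p = 0.106 from limma). All of these predictions were written after the result was seen. A response to interferon in active JIA may explain the score as a hypothesis. With 2 healthy children it cannot be told apart from a chance split, and batch was not labelled. For untreated JIA it cannot be told apart from library depth either.

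The platelet marker score was 0.6284 higher in methotrexate-treated JIA than in healthy children, flagged because each of the 3 treated samples lay above both healthy children. Of the 10 splits of these 5 samples, only the real 1 gave as large a difference (2-sided exact permutation p = 0.2). This is the smallest p that the 2-sided form of the test allows. The lowest treated score was 2.107 and the highest healthy score 1.816, and after rescaling to the same total FPKM the gap between them was 0.036. Both predictions were written after the scores were seen. More platelets in the treated preparations may explain it, and it cannot be told apart from a chance split. Batch was not labelled.

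PTPN2 had a log2 fold change of -0.8681 between untreated and treated JIA (standard error 0.186, adjusted p = 0.0306 from limma), lower in all 3 untreated than in all 3 treated samples. It was flagged because the treated samples differed from healthy children (0.897, adjusted p = 0.0385 from limma) and the untreated samples did not (0.0294, adjusted p = 0.9998 from limma), and the difference between the 2 JIA groups was itself tested. After rescaling to the same total FPKM the change was -0.5359 and its adjusted p from limma was 0.151. After quantile normalization it was -0.7192 (adjusted p = 0.0322 from limma). The total FPKM per sample may therefore explain part of it, and whether it passes the threshold depends on the normalization. The explanations considered for the treated samples as a whole, among them library depth, gene length, GC content and batch, were not tested for PTPN2 alone.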

How the results depend on the processing

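Rescaling, quantile normalization and the minimum of 200 exonic bases were chosen after seeing the data, as were all alternatives for the marker scores, for the correlations of CCR3 and HLA-DOB, for single genes other than TRAF1 and MIF, and for the LD block counts of the comparisons with treated JIA. The others were set before the files arrived. Across 57 results, 533 alternative values were computed. A tested value is counted here as unchanged when it kept its direction and its side of the threshold, whatever its size, a count when it stayed within 1.5 times the main count, and a value without a test when it moved by less than the SD between replicates. For the 14 main results, 94 of 143 alternative values were unchanged in this sense. The fold changes of TRAF1 and MIF between untreated JIA and healthy children kept their direction and their side of the threshold under every alternative, although their sizes moved. The interferon response and platelet marker scores kept their direction, which is all that was compared for them. TRAF1 ran from -0.3834 to -0.07702, MIF from -0.765 to -0.05916, and the platelet score fell from 0.6284 to 0.3464 after rescaling. The count of 0 differentially expressed genes inside LD blocks between untreated JIA and healthy children was 0 under every alternative. For the other results, 390 alternative values gave 299 unchanged, 79 weaker, 8 moved and 4 reversed. The 8 that moved are the mean FPKM values in healthy children after rescaling, which raises them all. With 2 healthy children, leaving 1 out moves a mean by less than their SD whatever the values. These leave-out values, which are among the 299, were therefore bound to count as unchanged.

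Without the filter on low values, 13 genes differed between untreated JIA and healthy children, 285 between treated JIA and healthy children and 111 between untreated and treated JIA, against 3, 846 and 1014. This raises the number of tested genes from 12519 to 33352 and brings genes near 0 FPKM into the trend and the correction for multiple tests. With only the 2 groups compared in the fit, which estimates the spread from fewer samples, the first 2 of these counts were 5 and 273. An absolute log2 fold change of at least 1 left 491 genes between untreated and treated JIA. With genes of at least 200 exonic bases, 0 genes differed between untreated JIA and healthy children, since 2 of the 3 genes are small RNA genes and the adjusted p of UBE2L6 rose to 0.102. When each replicate was left out in turn, the counts ran from 1 to 12 for untreated JIA against healthy children, from 18 to 686 for treated JIA against healthy children and from 64 to 804 for untreated against treated JIA. Each count therefore depends on which samples are in the fit. The other counts fell whenever a sample was left out. The first rose to 4 or 5 when an untreated sample was left out, so fewer samples did not always lower it. Leaving out a healthy child leaves 1 sample in that group.

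Inside the LD blocks, 3 genes differed between treated JIA and healthy children. The count was 0 without the filter, 0 with only the 2 groups, 1 with an absolute log2 fold change of at least 1, 1 with the blocks of Table 1 only, 7 within 200 kb of a block and 0 for whole gene bodies inside a block. Between untreated and treated JIA 1 gene differed, against 0 without the filter, 0 with the minimum fold change, 5 after rescaling, 4 after quantile normalization, 3 with genes of at least 200 exonic bases, 10 within 200 kb of a block and 0 for whole gene bodies inside a block. Leaving out 1 replicate gave 0 to 1 genes in both comparisons.

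Expressed genes in LD blocks numbered 24 at a mean of at least 5, 17 for whole gene bodies and 22 with the blocks of Table 1 only, against 37. Non-coding RNA genes with a value above 0 in both healthy children numbered 2 for whole gene bodies and 3 with Table 1 only, against 8. Above 0 is a looser rule than the 3 fragments taken as detectable. The count was 3 at 0.03 FPKM, the worth of 1 fragment on 2 kb in the deeper healthy library, and 1 at a value of at least 1. The correlation of STAT4 with T cell markers, 0.8628, was 0.3365 without the 2 samples farthest from the median of the marker score, and rests on those samples. With platelet markers in place of T cell markers it was 0.4134.

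Between untreated JIA and healthy children, the fold change changed sign for STAT4, at -0.1204 without untreated JIA replicate 3, for TNF, at 0.2693 without healthy children replicate 2, and for PTPN2, at -0.003494 without untreated JIA replicate 2 and -0.08222 without healthy children replicate 2. The other fold changes furthest from the main value were 0.3277 for STAT4 without untreated JIA replicate 2, -1.137 for TNF without healthy children replicate 1 and 0.1409 for PTPN2 without healthy children replicate 1. With all replicates, each of the 3 fold changes was smaller than its standard error.

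The alternatives that need read counts, DESeq2, filters on reads and upper-quartile normalization, were not run because the files hold FPKM. In the smallest library, treated JIA replicate 2, 3 fragments on a transcript of 2 kb are worth 0.24 FPKM, so genes below that value cannot be counted as absent there.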

Differences from the paper's values

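No value differed by the measure used here. The coordinates of both amplicons were set beside the paper's. For ncSTAT4 the primers end at 191915616 and the paper gives 191915617 as its end, and the other 3 coordinates are the same.

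In its Methods the paper describes the selected transcripts as 1 intronic and 1 intergenic. Both amplicons lie in introns, in intron 2 of TNF and intron 14 of STAT4. The legend of Fig. 1 and the Discussion of the paper also describe both as intronic, so only the wording of the Methods differs. The paper places the TNF transcript in the LD block of rs1800629, and the amplicon begins 1348 bases past the end of the block given in Table 1.

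The legend of Fig. 2b names a single gene, TRAF1, as expressed within the LD block of rs2900180. PHF19, of which 1 of 14 annotated transcripts reaches into the block, had 3.21 FPKM in healthy children, against 2.21 FPKM for TRAF1.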

Other observations

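In these neutrophil samples, 0 of the 41 tested genes inside the 29 blocks and 3 of the 12478 outside differed between untreated JIA and healthy children (Fisher's exact p = 1.0). With 0.00983 genes expected inside, this comparison could not have shown a depletion. Between treated JIA and healthy children, 3 of 41 genes inside (PTPN2, IRF1-AS1 and ENSG00000250264) and 843 outside differed, against 2.77 expected (Fisher's exact p = 0.755). Between untreated and treated JIA it was PTPN2 alone, against 3.32 expected (Fisher's exact p = 0.255).

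Of the protein-coding genes, 63.16% of those overlapping LD blocks and 47.07% of the others had a mean of at least 1 FPKM in healthy children (Fisher's exact p = 0.0166). For long non-coding RNA genes the shares were 5.882% and 6.624% (Fisher's exact p = 1.0). Neighbouring genes are not independent, and gene length was not controlled for. The 6 blocks of Table S1 are listed there because the paper found chromatin interactions in them in CD4+ T cells. Nearly all of the paper's interactions involve a promoter, so these blocks may favour expressed genes. The shares were not computed for the blocks of Table 1 alone, so the difference cannot be credited to LD blocks as such.

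The 3 genes that differed between untreated JIA and healthy children were SNORD89, SCARNA22 and UBE2L6. SNORD89 and SCARNA22 are small RNA genes of 114 and 125 exonic bases. SNORD89 was near 0 in all 3 untreated samples and at 34.8 and 235 FPKM in the 2 healthy children, and SCARNA22 was at 0 in both healthy children and at 19.0 to 50.1 FPKM in untreated JIA. Genes under 200 exonic bases made up 2 of the 3 and 0.814% of the other tested genes (Fisher's exact p = 0.000204). FPKM is hard to assign to genes shorter than the sequenced fragments, so both differences may be technical. This prediction was written after the genes were seen, and disease, the explanation the design offers, cannot be told apart from it. UBE2L6 had 119 ± 4.91 FPKM (SD, n = 3) in untreated JIA and 45.0 ± 0.430 (SD, n = 2) in healthy children, a log2 fold change of 1.389 (adjusted p = 0.0383 from limma), higher in 3 of 3 untreated samples. Its adjusted p stayed under 0.05 with another pseudocount, without the filter and after quantile normalization, and was above it under every other alternative, at 0.102 with genes of at least 200 exonic bases.

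Between treated JIA and healthy children, the largest falls among genes with no overlap between groups were in SNORD89, ENSG00000223401, ZNF888, ENSG00000265118 and ENSG00000259945 (log2 fold changes from -6.52 to -2.97), and the largest rises in ENSG00000257764, RNU4-47P, ENSG00000255594, S100P and SCARNA22 (from 7.22 to 4.81). Of these, S100P had 1292 ± 275 FPKM (SD, n = 3) in treated JIA and 32.9 ± 16.5 (SD, n = 2) in healthy children. In untreated JIA it had 552 ± 509 (SD, n = 3), from 38.6 to 1057. Between untreated and treated JIA, the largest falls were in ENSG00000257764, RNU4-47P, ENSG00000232220, ENSG00000264558 and ENSG00000256989 (from -7.22 to -4.18) and the largest rises in RNA5SP449, ENSG00000265118, ENSG00000226400, ENSG00000270149 and CELF2-AS1 (from 3.13 to 2.38). SNORD89, RNU4-47P, SCARNA22 and RNA5SP449 have 114 to 130 exonic bases, so the limit given above for short genes holds for them too. ENSG00000257764 had at most 0.000133 FPKM in every untreated and healthy sample and 44.4 to 428 in the treated samples. Such values may depend on how the program shared fragments between transcripts, so these changes may be technical.

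Across genes, the median log2 fold change between treated JIA and healthy children was 0.379 in the 20% of genes with the shortest exonic length, up to 1731 bases, and -0.11 in the 20% with the longest, from 8157 bases. The 75 ribosomal protein genes had a median log2 fold change of 0.945 in that comparison and -0.0339 between untreated JIA and healthy children. Ribosomal protein genes were looked at after the length trend was seen.

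RNA from other blood cells was examined as a source of signal in these preparations, with marker lists written before the files arrived. STAT4 rose with the T cell marker score across the 8 samples (Pearson r = 0.8628, exact permutation p = 0.00818, adjusted 0.0123; Spearman rho = 0.738, exact permutation p = 0.0458, adjusted 0.0576). Within the 6 JIA samples r was 0.890 (exact permutation p = 0.025), and without the 2 samples farthest from the median r was 0.337, so the relation rests on those samples. Platelet markers gave r = 0.413 (exact permutation p = 0.317) and rho = 0.262 (exact permutation p = 0.536). RNA from T cells may explain part of the STAT4 signal. HLA-DOB rose with the B cell score (r = 0.8432, exact permutation p = 0.00516, adjusted 0.0123; rho = 0.810, exact permutation p = 0.0218, adjusted 0.0576), r was 0.859 within the 6 JIA samples (exact permutation p = 0.0444) and 0.754 without the 2 farthest samples (exact permutation p = 0.103), so RNA from B cells may explain part of it. CCR3 is the only gene of the files with a known position in the LD block of rs79893749. It had r = 0.6814 with the score of the other eosinophil markers (exact permutation p = 0.0584, adjusted 0.0584), under the limit of 0.7 set for the test. The rho was 0.714 (exact permutation p = 0.0576, adjusted 0.0576). Within the 6 JIA samples r was 0.6999 (exact permutation p = 0.125), and without the 2 farthest samples it was 0.557. Its highest value was 258 FPKM, in treated JIA replicate 2, against 27.3 to 87.1 FPKM in the other 7 samples. These are 3 relations in 1 family, the STAT4 one was planned before the files arrived, and those of CCR3 and HLA-DOB were chosen after seeing the data. Their predictions were written after the values were seen. The samples have no labelled batches.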
